A study of Mus musculus with 12 samples. Its data were reported in "A transcribed enhancer dictates mesendoderm specification in pluripotency" (2017).

How the data were processed

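Poly(A) RNA was sequenced from 12 mouse libraries, 4 each from embryonic stem cells (ESCs) at day 0 and from 2 fractions of differentiating cells at day 3. The ESC line carries a reporter that places green fluorescent protein under control of Eomes, a T-box transcription factor of the mesendoderm. On day 3 the cells were sorted by fluorescence into an Eomes-positive fraction (Eo+) and an Eomes-negative fraction (Eo−). The ESCs had been kept on a layer of mouse embryonic fibroblasts, called feeder cells. The replicates carry the numbers 1, 2, 5 and 6 in each group.

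The authors mapped the paired, stranded reads to mm10 with STAR, assembled transcripts ab initio with Cufflinks and Cuffmerge on top of the Ensembl annotation, and counted reads per merged locus with HTSeq in strand-aware union mode. The deposited raw table holds these whole-number counts, without scaling, for 80012 loci, followed by 5 tally lines of the counter. A deposited normalized table holds a signal for 22187 of the loci, which the authors made by dividing each library's counts by a single constant, so that the values resemble CPM, which are counts scaled to a common library size. A deposited transcript annotation gives the exon positions of 79655 loci in mm10. The other 357 counted loci have no position there, entered no class and took 2.01% to 2.93% of the counts of a library. No column of another sample was found (0 columns).

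Each locus was assigned to a class from the transcripts that the authors' assembly matched to Ensembl transcripts, with biotypes from GENCODE release 21 for mouse, in which 97.7% of the matched transcript identifiers were found. That release is on the same build but later than the annotation used by the authors. A locus with a protein-coding gene was a PCG, a locus with an annotated long noncoding RNA (lncRNA) and no PCG was an annotated lncRNA, and a locus with no matching reference transcript and a transcript of at least 2 exons and 200 bp was a non-annotated lncRNA. Coding potential was not scored here, so this last class was not filtered for it. Assembly had joined neighbouring annotated genes into 1517 of the loci, whose counts cannot be split between their genes. FPKM was computed from the counts and the summed exon length of each locus. A locus was tested, with the filter that the study states, when its mean FPKM exceeded 0.1 in at least 1 group and it belonged to the 3 classes, which left 17938 loci (14222 PCGs, 1003 annotated lncRNAs and 2713 non-annotated lncRNAs).

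Differential expression was tested with limma 3.58.1 in R 4.3.3. Counts were transformed by voom with TMM-scaled library sizes from edgeR 4.0.16, 1 mean per group was fitted over all 12 libraries, and moderated tests were two-sided with 13.5 degrees of freedom. P-values were adjusted by the Benjamini-Hochberg procedure over the loci tested in a comparison, and a locus was called at an adjusted p of at most 0.05. All adjusted p-values of single genes come from this limma fit unless another tool is named. Values per group are CPM with TMM-scaled library sizes, as mean ± SD over 4 libraries, and log2 fold changes carry their standard error (SE). Marker lists were tested with camera at a preset correlation of 0.01 between genes, adjusted over 12 tests. The genes named are, per comparison, the 4 with the largest rise and the 4 with the largest fall among called genes with a symbol, a mean of at least 1 CPM in the higher group and no overlap between the 4 libraries of each group. The non-annotated lncRNA with the largest change in each direction was named under the same rule, and the remaining named genes come from fixed lists. Groups, comparisons, lists, naming rule and alternatives were fixed before the data were examined, except for the alternatives stated to be later.

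Divergent pairs were a lncRNA and a PCG on opposite strands whose 5′ ends lay within 5000 bp, pointing apart or overlapping head to head. The share of pairs with the same sign of change was set against 10000 random re-pairings. Normalised difference was the maximum minus the minimum of the 3 group mean FPKM values over their mean, and was set against 10000 lists of PCGs matched on mean FPKM. The separation of the groups was tested by exact enumeration of all 5775 ways to form 3 groups of 4 from the 12 libraries, which replaced the random permutations first planned. Changes common to both fractions were set against 20 simulations of unchanged groups, because both comparisons share the ESC libraries.

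Locus counts ranged from 648413022 to 837308168 per library. HTSeq additionally set aside 22.4% to 26.2% of its alignments as not unique, 2.65% to 3.60% as outside any locus and 0.0150% to 0.0193% as ambiguous, and these entered neither library sizes nor tests. Reads shared between near-identical genes were therefore left uncounted. A floor of 3 counts corresponded to 0.00368 to 0.00485 CPM, and covers counting error only because the reads carried no molecular identifiers. The 10 most abundant loci took 5.21% to 6.15% of the counts. The common biological coefficient of variation was 0.229 and the gene-wise median 0.175. No pair of libraries within a group differed by as little as sampling noise, the smallest chi-square per gene being 124.

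Same-numbered Eo− and Eo+ libraries deviated together from their group means, with correlations across genes of 0.494, 0.224, 0.229 and 0.195 for replicates 1, 2, 5 and 6, each above the limit of 0.1. The study's methods give 4 differentiation sets for the 12 libraries but not which number marks which set, so the pairing rests on these correlations. ESC libraries paired with the fractions only in part by this limit. They passed it for replicates 1 and 2 with Eo− (0.214 and 0.204) and for replicate 1 with Eo+ (0.109). The remaining correlations with ESC ran from −0.097 to 0.069.

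The fit was tested on simulated counts for 17938 genes of which 200 had been changed. For Eo+ against ESC voom recovered 72.0% of them (87.0% of the 4-fold and 57.0% of the 2-fold changes) with 2 unchanged genes among 146 calls. The edgeR quasi-likelihood test recovered 145 with 6 unchanged genes called. DESeq2 1.42.0 recovered 164 but called 48 unchanged genes among 212, and 21 genes in a comparison without any change. It was thus less strict than the other tools on these simulated counts, which were drawn with dispersions estimated by edgeR. Far fewer genes were changed in the simulation than were called in the data, where 71.9% of loci were called in Eo+ vs ESC. The rates of recovery and of false calls therefore need not carry over to the data. Alternatives covered the test (edgeR, DESeq2), scaling, filters on low values, library weights, the replicate block, the libraries in the fit, the 2-fold threshold, locus length, pair distance and leaving out each replicate. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Chromatin data of the study were not used here.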

Results

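RNA-Seq libraries were obtained from undifferentiated ESCs and from Eo+ and Eo− cells sorted at day 3, with 4 libraries in each group. Total locus counts ranged from 678625519 to 837308168 in ESC, from 736923803 to 797536501 in Eo− and from 648413022 to 786530741 in Eo+ libraries. At this depth 3 counts amounted to at most 0.00485 CPM, and 53054 to 63436 loci had at least 1 count. The 3 comparisons ask how the transcriptome changes when pluripotent cells commit to the mesendoderm (Eo+ vs ESC), how it changes in cells of the same cultures that do not express the reporter (Eo− vs ESC), and how both day 3 fractions differ (Eo+ vs Eo−).

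Expression of Eomes, the gene used for sorting, was measured first. Eomes (XLOC_071772, ENSMUSG00000032446) spans positions 118477475 to 118488290 on the plus strand of chromosome 9 in mm10. Its level was 48.2 ± 9.15 CPM in ESCs, 142 ± 23.1 CPM in Eo− and 547 ± 100.6 CPM in Eo+ cells (SD, n = 4 each). The log2 fold change was 3.51 ± 0.16 (SE) in Eo+ vs ESC, with a limma adjusted p of 8.28e-10, and 1.94 ± 0.15 in Eo+ vs Eo−, with an adjusted p of 5.45e-07. Eomes was also higher in Eo− cells than in ESCs, by 1.56 ± 0.17 with an adjusted p of 2.98e-06. The libraries of each group did not overlap those of another in these comparisons. Leaving out any 1 library kept all 3 changes, which ranged from 3.39 to 3.61, from 1.85 to 2.05 and from 1.45 to 1.67.

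The 3 groups were separated in the overall profile. Distances between libraries of different groups were on average 3.09 times those within groups, and only the true grouping of all 5775 possible ones gave a ratio as large (exact permutation test, one-sided, p = 0.000173, the smallest this design allows). The alternative that moved this ratio most, the 500 most variable genes, gave 4.94. The first principal component carried 77.8% of the variance and the second 11.8%. Spearman correlations of log2 CPM across genes, which are not independent replicates, were 0.989 to 0.998 within groups. They were 0.947 to 0.956 between ESC and Eo− libraries, 0.901 to 0.924 between ESC and Eo+ libraries and 0.961 to 0.980 between the sorted fractions.

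**Figure D1:**
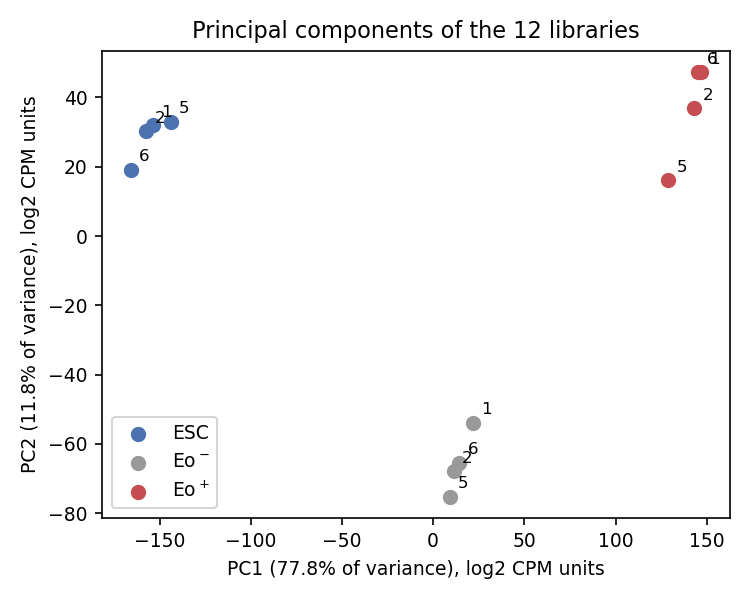
Principal components of log2 CPM over 17938 loci, with each point a library labelled by its replicate number and coloured by group. The first axis (77.8% of variance) orders the groups as ESC, Eo− and Eo+, and the second axis (11.8%) sets the Eo− libraries apart.

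In Eo+ vs ESC, 12901 of 17938 loci were called by limma, 6419 higher and 6482 lower in Eo+ cells. The largest effect of an alternative on this count came from requiring a 2-fold change as well, which left 6839, of which 2927 were higher and 3912 lower. The 4 libraries of one group lay entirely above those of the other at 11566 of the 17938 tested loci, whether called or not. Chance gives this arrangement at 2.86% of loci. The largest rises were at Ttr (chromosome 18, 20665250 to 20674324), Apoa4 (chromosome 9, 46240696 to 46243459), Cltrn (chromosome X, 164088830 to 164118860) and Pilrb2 (chromosome 5, 137852144 to 137872100). Ttr rose from 0.00966 ± 0.0109 to 10.1 ± 10.4 CPM, a log2 fold change of 9.87 ± 3.01 with an adjusted p of 0.00928, so that its SD in Eo+ cells was as large as its mean. Replicate 1 of Eo+ held 23.8 CPM of Ttr, and the mean was 5.51 CPM without it. The fold change of Ttr ran from 8.84 without replicate 5 of ESC to 10.91 without replicate 2 of Eo+. The ESC libraries held Apoa4 at or under the floor, and its level in Eo+ cells, 1.20 ± 1.02 CPM, was at least 288-fold higher, with a mean of 0.788 CPM without replicate 1 of Eo+. Cltrn rose by 9.52 ± 1.57 to 1.55 ± 1.14 CPM (10.18 without replicate 2 of ESC and 10.17 without replicate 2 of Eo+) and Pilrb2 by 9.39 ± 1.08 to 16.95 ± 8.27 CPM. The Pilrb2 locus also contains its paralog Pilrb1, so the gene behind this rise is uncertain.

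The largest falls in Eo+ vs ESC were at Zscan4c (chromosome 7, 11005722 to 11010547), Zscan4d (chromosome 7, 11161374 to 11166182), Platr28 (chromosome 7, 107213046 to 107309876) and Gm2016 (chromosome 12, 87874072 to 87980225). Zscan4c fell from 13.8 ± 5.25 CPM to the floor in all Eo+ libraries, at least 3210-fold lower. Zscan4d fell from 14.6 ± 6.13 to 0.00219 ± 0.00438 CPM, and Gm2016 was at least 985-fold lower. These 3 belong to families of near-identical copies, and their individual values are uncertain. The annotated lncRNA Platr28 fell from 5.36 ± 0.797 CPM to at least 1240-fold lower. Among non-annotated lncRNAs, XLOC_001639 (chromosome 1, 128654053 to 128703117) rose from 0.00652 ± 0.00754 to 1.06 ± 0.173 CPM, a log2 fold change of 8.33 ± 0.93 with an adjusted p of 2.27e-06, which ran from 7.57 without replicate 2 of ESC to 9.05 without replicate 5 of ESC. XLOC_035628 (chromosome 19, 40125293 to 40134419) was at 4.76 ± 0.649 CPM in ESCs and had no count in any Eo+ library, which makes it at least 1110-fold lower.

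In Eo− vs ESC, 11165 loci were called, 5549 higher and 5616 lower, of which 5078 changed at least 2-fold (2144 higher, 2934 lower). Which direction was more frequent depended on the scaling, with 6199 higher and 5011 lower for library totals and 5047 higher and 6106 lower for DESeq2 size factors. The same held for Eo+ vs ESC, with 6676 higher and 6206 lower for library totals and 6062 higher and 6812 lower for DESeq2 size factors. The libraries of both groups did not overlap at 10013 tested loci, whether called or not. The largest rises were at the embryonic globin genes Hbb-bh1 (chromosome 7, 103841636 to 103843164) and Hba-x (chromosome 11, 32276400 to 32278116), at Ctse (chromosome 1, 131638306 to 131675539) and at Shh (chromosome 5, 28456815 to 28467101). The globin levels rested on replicate 1 of Eo−. Hbb-bh1 reached 76.2 CPM there against 1.56 to 2.73 CPM in the other Eo− libraries, and Hba-x reached 16.8 CPM against 0.333 to 1.18 CPM. Without this library the Eo− means were 2.07 CPM for Hbb-bh1 and 0.767 CPM for Hba-x. The fold change of Hbb-bh1 was 10.58 ± 4.17 with an adjusted p of 0.0401. Its call was lost when any of the 4 ESC libraries was left out (adjusted p 0.0871 to 0.111) and was kept at 9.22, with an adjusted p of 0.00835, without replicate 1 of Eo−. Over all alternatives the adjusted p ranged from 0.000116 to 0.111. Shh rose from 0.0759 ± 0.0184 to 9.80 ± 2.98 CPM, a log2 fold change of 6.98 ± 0.93 with an adjusted p of 2.24e-05. Ctse rose by 7.27 ± 1.66 to 2.60 ± 2.71 CPM, or by 6.62 to 1.27 CPM without replicate 1 of Eo−.

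The largest falls in Eo− vs ESC were at Mcpt8 (chromosome 14, 56082153 to 56085347), S100a4 (chromosome 3, 90603770 to 90606045), Gm2115 (chromosome 7, 84528975 to 84583520) and Ccl2 (chromosome 11, 82035571 to 82037453). Their levels in ESCs were 3.34 ± 2.29, 12.4 ± 6.59, 2.04 ± 1.40 and 2.04 ± 1.28 CPM, and each had less than 0.1 CPM in Eo− and in Eo+ cells. Without replicate 1 of ESC the means of Mcpt8 and Gm2115 were 2.2 and 1.36 CPM. The log2 fold change of S100a4, whose locus also holds Gm42674, was −10.04 ± 1.07 with an adjusted p of 3.14e-06. Among non-annotated lncRNAs, XLOC_019753 (chromosome 13, 56749941 to 56762522) rose from 0.0453 ± 0.0262 to 2.33 ± 0.635 CPM, and XLOC_023369 (chromosome 14, 53725280 to 53736472) fell from 2.99 ± 0.880 to 0.00532 ± 0.00755 CPM. The Eo− libraries held 0 to 12 counts of XLOC_023369. Its log2 fold change was −10.17, or −9.46 without replicate 1 and −11.06 without replicate 2 of Eo−.

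In Eo+ vs Eo−, 8550 loci were called, 4129 higher and 4421 lower in Eo+ cells, of which 3794 changed at least 2-fold (1098 higher, 2696 lower). Library totals gave 3701 higher and 4710 lower, and a filter of 1 CPM in at least 4 libraries turned the order to 3310 higher and 3243 lower. With that filter rises were also slightly more frequent in Eo+ vs ESC (5037 against 4886) and in Eo− vs ESC (4327 against 4199). The libraries did not overlap at 8236 tested loci, whether called or not. The largest rises were at the lncRNA Gm6116 (chromosome 5, 74948939 to 74988105), at Myl7 (chromosome 11, 5895449 to 5899539), at Optc (chromosome 1, 133897089 to 133909052) and at the lncRNA Rubie (chromosome 14, 46567163 to 46575925). Myl7 was at 140 ± 42.4 CPM in Eo+ and 1.53 ± 0.700 CPM in Eo− cells, a log2 fold change of 6.57 ± 0.37 with an adjusted p of 7.57e-08. The changes of Gm6116, Optc and Rubie were 6.69 ± 0.55, 6.16 ± 0.83 and 5.69 ± 1.08. Rubie had a mean of 4.52 CPM in Eo+ cells, or 2.47 CPM without replicate 1, and its change was 5.09 without that library and 6.40 without replicate 1 of Eo−. The largest falls were at the lncRNA Vax2os (chromosome 6, 83692806 to 83712201), Lrrc31 (chromosome 3, 30676099 to 30699962), AU018091 (chromosome 7, 3154539 to 3169310) and Mep1b (chromosome 18, 21061509 to 21100202), with log2 fold changes of −6.99 ± 0.70, −6.52 ± 0.87, −6.49 ± 0.56 and −6.32 ± 0.59, the last of which was −5.46 without replicate 6 of Eo+. AU018091 had 143 ± 29.6 CPM in ESCs, 10.9 ± 2.00 CPM in Eo− and 0.152 ± 0.119 CPM in Eo+ cells (0.0996 CPM without replicate 5). The non-annotated lncRNA XLOC_017731 (chromosome 13, 39823790 to 39833108) rose by 5.62 ± 0.73 (6.23 without replicate 2 of Eo−), and XLOC_045267 (chromosome 3, 15055446 to 15060771) changed by −7.28 ± 0.98. The Eo+ libraries held 0 to 53 counts of XLOC_045267, and its change was −6.05 without replicate 6 and −8.15 without replicate 5 of Eo+.

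Marker genes of pluripotency, primitive streak and mesendoderm, cardiac mesoderm and neuroectoderm were examined as fixed lists of 29 genes, 28 of which passed the expression filter. Tbx5 did not, with 0.274 ± 0.137 CPM in Eo+ cells. In Eo+ vs ESC 25 of the 28 were called over all genes tested and 25 when adjusted over the list alone. The counts were 22 and, adjusted over the list alone, 23 in Eo− vs ESC, and 26 under both adjustments in Eo+ vs Eo−. The study displayed these genes from these libraries, so the list is not independent evidence. All 13 mesendoderm genes were higher in Eo+ than in Eo− cells, with a median log2 fold change of 3.45, and so were the 4 cardiac genes tested, with a median of 3.66. Mesp1 had 0.400 ± 0.160 CPM in ESCs, 6.03 ± 3.33 CPM in Eo− and 139 ± 80.9 CPM in Eo+ cells. Pou5f1 did not differ between Eo− cells and ESCs, with a log2 fold change of −0.27 ± 0.18 and an adjusted p of 0.199, and changed by −1.31 ± 0.18 in Eo+ vs ESC. Zfp42 changed by −3.56 ± 0.12 in Eo− and −6.85 ± 0.20 in Eo+ cells. Sox2 changed by −1.25 ± 0.16 and −3.95 ± 0.20, but its assembled locus, from 34104438 to 34682619 on chromosome 3, is wider than the gene. Long loci were also assembled at Nanog (chromosome 6, 122707489 to 122931573), Bmp4 (chromosome 14, 46121848 to 46390857) and Evx1 (chromosome 6, 52310485 to 52447441). Counts there may likewise hold more than the gene. Of the 7 neuroectoderm genes, 5 were lower and Otx2 was higher than in ESCs in each fraction. Pax6 was 7.51 ± 1.39 CPM in ESCs, 0.595 ± 0.135 CPM in Eo− and 0.0793 ± 0.0110 CPM in Eo+ cells.

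As sets, all 4 lists differed by camera in Eo+ vs ESC, with adjusted p-values of 0.00452 for pluripotency, 0.000108 for mesendoderm, 0.0135 for cardiac mesoderm and 0.0265 for neuroectoderm. In Eo+ vs Eo− the values were 0.00419, 3.28e-09, 0.00419 and 0.0112. In Eo− vs ESC the pluripotency list was called (0.0112), whereas mesendoderm (0.0565), cardiac mesoderm (0.104) and neuroectoderm (0.0713) were not. Mesendoderm was called there without replicate 1 of ESC (0.0484), replicate 5 of ESC (0.0352) or replicate 5 of Eo− (0.0190), and mesendoderm (0.0325) and cardiac mesoderm (0.0301) were called with the replicate number as a block. With fry all 12 tests were called, and with a correlation between genes estimated from the data none was, the adjusted p-values ranging from 0.125 to 0.386. At an unadjusted p under 0.05 that last test held for pluripotency in Eo+ vs ESC (0.0486) and for 3 lists in Eo+ vs Eo− (0.0325, 0.0196 and 0.0315 for pluripotency, mesendoderm and neuroectoderm).

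The direction of change differed by transcript class. Among called PCGs 45.2% were lower in Eo+ vs ESC, 46.7% in Eo− vs ESC and 44.5% in Eo+ vs Eo−. Among called non-annotated lncRNAs the shares were 76.3% (1485 lower, 461 higher), 67.8% (1205 lower, 572 higher) and 85.6% (1159 lower, 195 higher). Annotated lncRNAs lay between, with 51.6%, 51.9% and 58.8%. A filter of 1 CPM in at least 4 libraries moved the class counts most, leaving 482 called non-annotated lncRNAs in Eo+ vs ESC, of which 349 were lower.

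**Figure D2:**
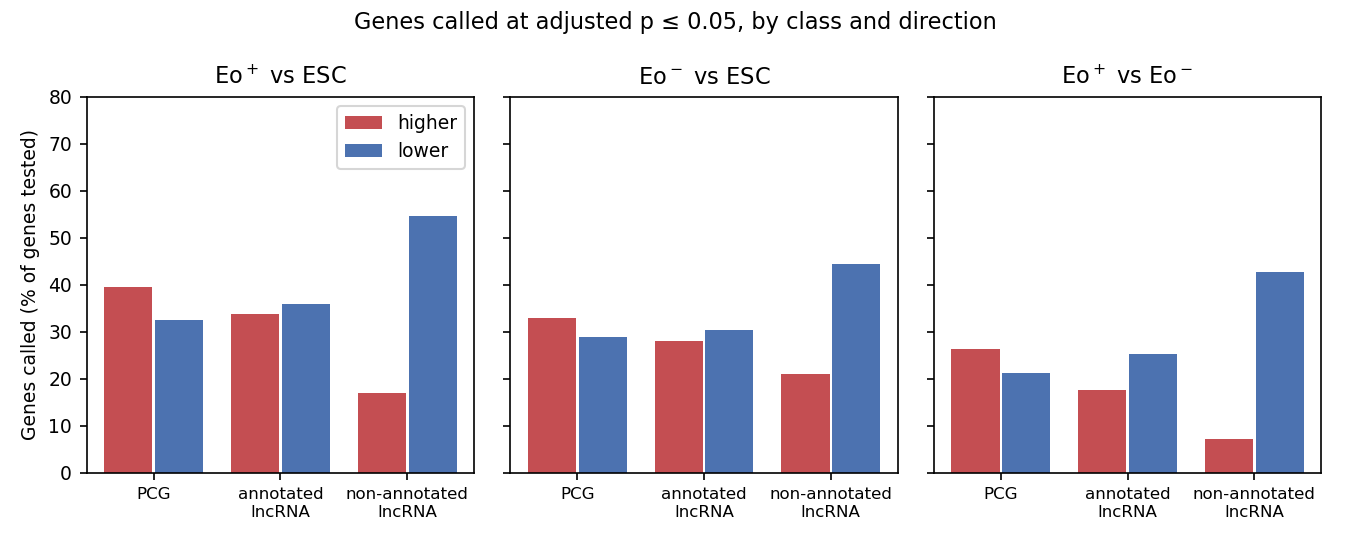
Loci called at an adjusted p of at most 0.05 as a percentage of those tested, by transcript class and direction, for the 3 comparisons. Bars for non-annotated lncRNAs are taller for falls than for rises in each comparison, with 1485 against 461 loci in Eo+ vs ESC.

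LncRNA loci named by the study as neighbours of mesendoderm transcription factors were examined individually. Both XLOC_073515 and XLOC_073715 are given there as identifiers of the lncRNA near Eomes. In the deposited annotation XLOC_073715, the lncRNA Platr11 (chromosome 9, 118384971 to 118439055, minus strand), lies 38.4 kb from Eomes. It was not in the list fixed beforehand and was added after its position had been seen. The identifier in that list, XLOC_073515, is at positions 106740347 to 106811197 of chromosome 9, 11.7 Mb from Eomes, and overlaps Rad54l2. Its level of 0.512 ± 0.179 CPM in ESCs did not differ detectably from that in Eo+ cells (log2 fold change 0.17 ± 0.24, adjusted p 0.534). Platr11 had 14.5 ± 5.96 CPM in ESCs, 7.09 ± 1.53 CPM in Eo− and 1.80 ± 0.509 CPM in Eo+ cells, with log2 fold changes of −2.93 ± 0.41 in Eo+ vs ESC and −2.0 ± 0.43 in Eo+ vs Eo−. Its change in Eo− vs ESC, −0.93 ± 0.33 with an adjusted p of 0.0240, passed the threshold in the full fit but not without replicate 1, 2 or 6 of ESC or replicate 6 of Eo− (adjusted p 0.056, 0.0701, 0.0583 and 0.0737, and 6.65e-05 to 0.0737 over all alternatives).

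XLOC_015227 (chromosome 12, 104433420 to 104442354, plus strand), 28.9 kb from Gsc, had 1.36 ± 0.400 CPM in ESCs, 0.176 ± 0.104 CPM in Eo− and 0.00686 ± 0.00281 CPM in Eo+ cells, the last close to the floor. Gsc itself was at 2.93 ± 1.73, 3.51 ± 1.21 and 60.9 ± 13.8 CPM. XLOC_000012 (chromosome 1, 4559120 to 4772581, plus strand), 61.8 kb from Sox17, had 36.8 ± 4.46, 24.9 ± 1.78 and 21.5 ± 2.21 CPM. Its log2 fold change was −0.77 ± 0.10 in Eo+ vs ESC, with an adjusted p of 9.73e-06, and −0.21 ± 0.10 in Eo+ vs Eo−, where it was not called (adjusted p 0.109). The paired fit of both fractions called it, with −0.21 and an adjusted p of 0.0150, and so did the fit without replicate 5 of Eo+, with −0.28 and 0.0452, while the adjusted p ranged from 0.0150 to 0.254 over all alternatives. Sox17 rose from 0.635 ± 0.145 to 4.29 ± 2.83 and 47.5 ± 12.7 CPM. Adjusted over the list alone (XLOC_073515, XLOC_015227, XLOC_000012 and their 3 factors), the same calls were made, with XLOC_000012 at 0.0732 in Eo+ vs Eo−. Platr11 was not in that list and has no such value.

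**Figure D3:**
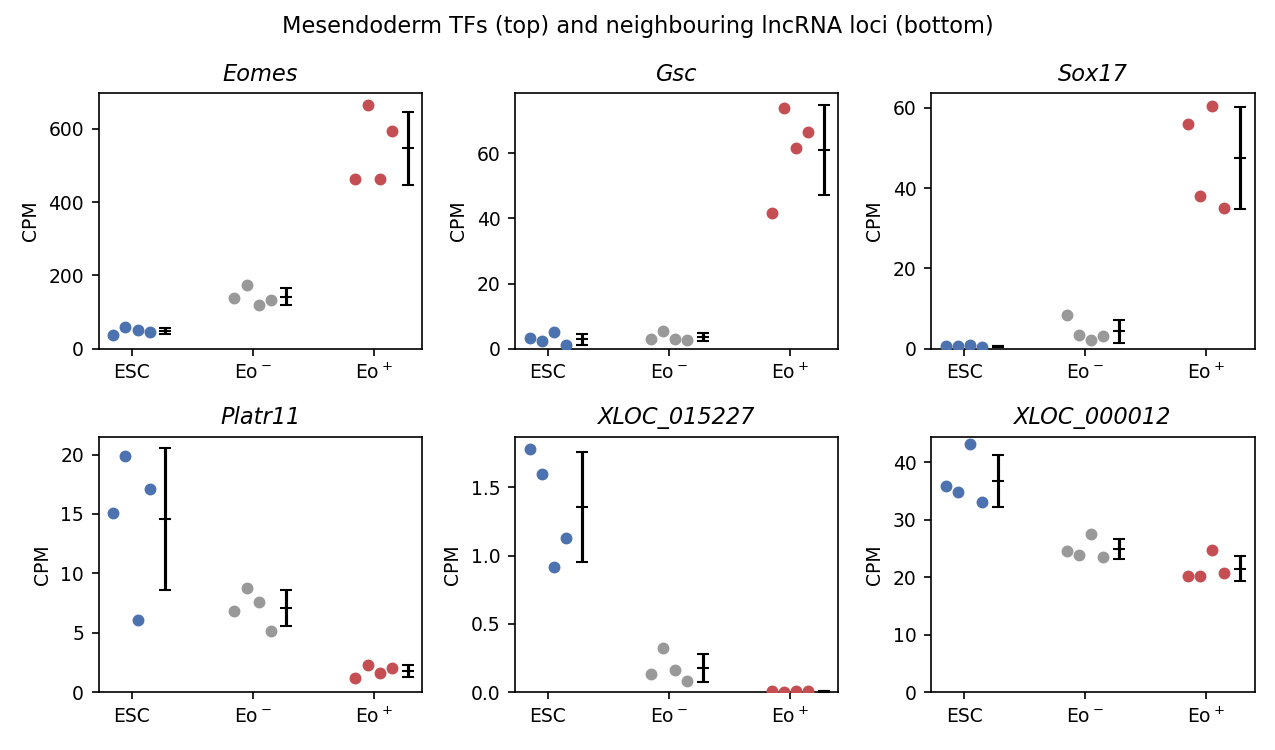
Expression in CPM of Eomes, Gsc and Sox17 (top) and of a lncRNA locus near each (bottom), with points for libraries and bars for the mean ± SD (n = 4). The factors are highest in Eo+ cells, at 547, 60.9 and 47.5 CPM, and the lncRNA loci are highest in ESCs, at 14.5, 1.36 and 36.8 CPM.

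Divergent lncRNAs tended to change in the direction of their PCG. Of 793 pairs, 68.9% shared their sign in Eo+ vs ESC, 65.7% in Eo− vs ESC and 69.1% in Eo+ vs Eo−, against medians of 50.7%, 50.3% and 50.2% in random re-pairings (one-sided permutation p = 1e-04 each, the smallest that 10000 re-pairings can give). The alternative with the largest effect, keeping pairs with both genes called, gave 80.5%, 83.4% and 90.7%. Of 6 transcription factor and growth factor genes that the study examined, 3 had a divergent lncRNA under this rule. Lhx1 and Lhx1os changed by 6.99 ± 0.43 and 6.12 ± 0.33 in Eo+ vs ESC. Hand2 and Hand2os1 changed by 7.21 ± 1.27 and 3.78 ± 0.52. Foxd3 and Gm12688 changed by −1.16 ± 0.28 and −1.22 ± 0.29 in Eo+ vs ESC and by 1.08 ± 0.23 and 0.92 ± 0.23 in Eo− vs ESC.

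Expression and cell specificity were compared between classes. The median of mean FPKM was 3.87 for PCGs, 0.210 for annotated and 0.138 for non-annotated lncRNAs, and the medians of single libraries ranged from 3.25 to 4.07, 0.167 to 0.237 and 0.0768 to 0.226. Without the filter on low values the class medians were 1.69, 0.0107 and 0.0414, so the order of the lncRNA classes depended on the filter. The median normalised difference was 0.490 for PCGs, 0.815 for annotated and 1.28 for non-annotated lncRNAs. Computed within replicate numbers, it was 0.514 ± 0.00590, 0.876 ± 0.0194 and 1.34 ± 0.0660 (SD, n = 4). Adding 0.1 FPKM to every group mean lowered the value for non-annotated lncRNAs most, to 0.712. Lists of PCGs matched on mean FPKM had medians of 1.17 to 1.32, with 1.24 in the middle, so the value for non-annotated lncRNAs lay at percentile 97.7 of lists with similar expression. Non-annotated lncRNAs had their highest level in ESCs in 53.4% of cases, in Eo− cells in 30.7% and in Eo+ cells in 15.9%.

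**Figure D4:**
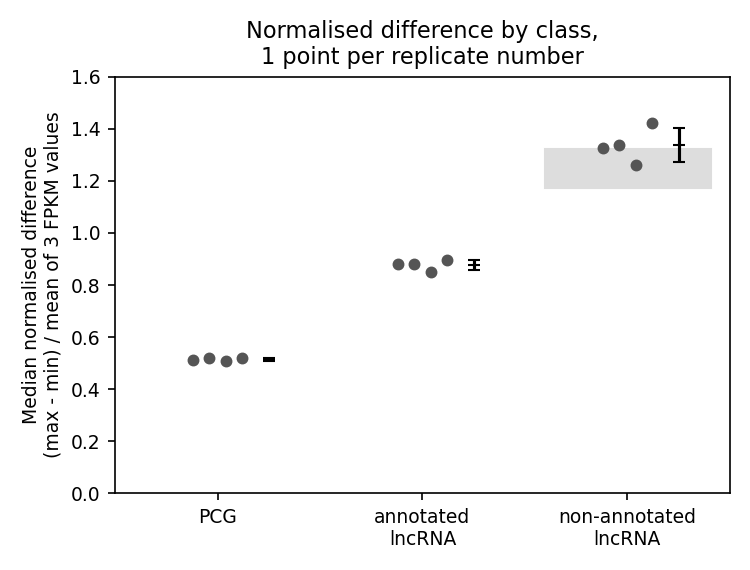
Median normalised difference, the range of 3 FPKM values over their mean, for each class, with a point per replicate number and bars for the mean ± SD (n = 4). The grey band marks the range of 10000 PCG lists matched on mean FPKM, 1.17 to 1.32, computed from group means. Non-annotated lncRNAs lie inside it at 1.28 from group means. Averages over the replicate numbers, 1.34 for this class, are higher than values from group means in each class and cannot be set against the band.

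Changes against ESC were largely common to both fractions. Both comparisons called 9520 loci, 97% of them with the same sign and 281 with opposite signs. Requiring 2-fold changes moved this most, leaving 4285 loci with 98.5% of one sign. The log2 fold changes correlated at r = 0.858 across genes, which are not independent, and 82.9% of all tested loci shared their sign. Unchanged groups simulated against the same ESC libraries gave r = 0.499 and 66.6%. Among loci with an unadjusted p under 0.05 in both comparisons, the same sign was seen for 96.5% of observed and 99.5% of simulated cases, so that the agreement of signs among such loci was not above that of unchanged groups.

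A list of 20 genes typical of fibroblasts was examined because the ESCs were grown on feeder cells, and 19 of them were tested (Lum was not). In Eo+ vs ESC 14 were lower and 2 higher, with a median log2 fold change of −1.33, and in Eo− vs ESC 14 were lower and 2 higher, with a median of −1.84. Both sets of calls were unchanged in number when adjusted over the list alone. The median in Eo+ vs ESC moved most, to −0.95, without replicate 1 of ESC. In Eo+ vs Eo− 6 were higher and 4 lower (median 0.41, or 0.63 without replicate 2 of Eo+). Col1a1 had 66.2 ± 28 CPM in ESCs, 1.93 ± 0.564 CPM in Eo− and 3.33 ± 1.48 CPM in Eo+ cells. Of the 20 genes, 16 reached 1 CPM in a day 3 group. A list of 12 visceral endoderm genes had 8 higher and 1 lower in Eo+ vs ESC (median 2.34), and 8 higher in Eo+ vs Eo− (median 1.43, and 9 when adjusted over the list alone). In Eo− vs ESC 2 were higher and 1 lower, with a median of −0.11 that turned to 0.21 without replicate 2 and to 0.18 without replicate 6 of Eo−. The alternative that moved a median of this list most, the fit with the replicate number as a block, turned it to 0.31.

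**Figure D5:**
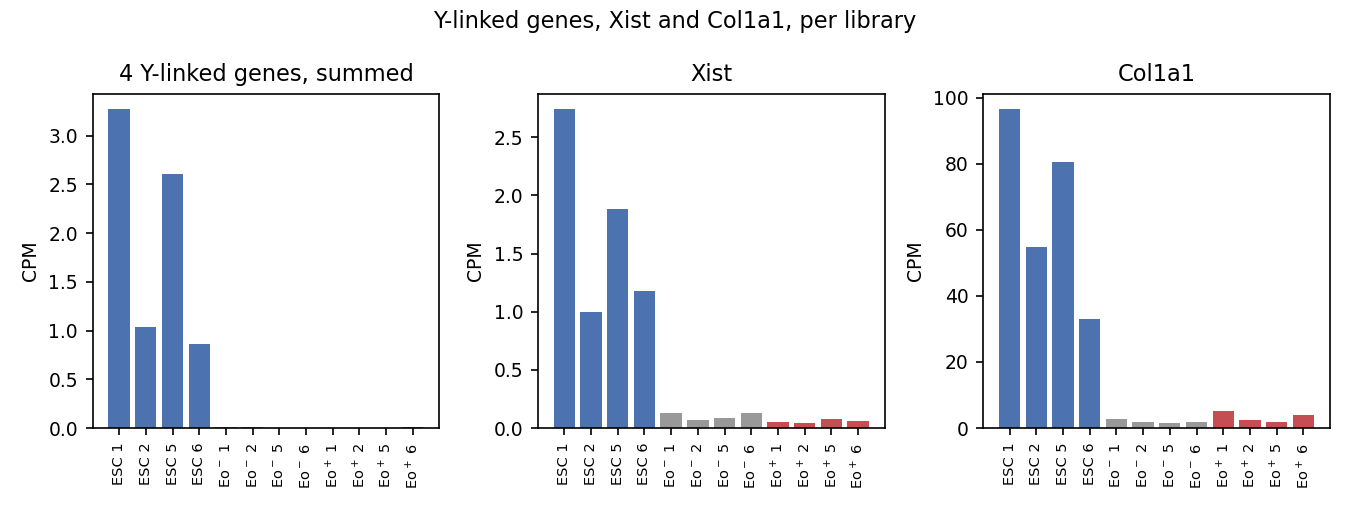
Summed expression of 4 Y-linked genes, and expression of Xist and Col1a1, in CPM for each of the 12 libraries. The Y-linked sum is 0.864 to 3.27 CPM in the ESC libraries and at most 0.0135 CPM in the day 3 libraries.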

Values the study reported

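The study reported 22,187 reconstructed transcripts, of which 16,440 matched annotated protein-coding genes. It counted 1913 lncRNAs that were already annotated and 3834 non-annotated lncRNAs with several exons.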

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

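The tests of visceral endoderm cells in replicate 1 of Eo+, of Eo− cells in replicate 5 of Eo+ and of the ratio between ESC libraries were chosen only after the result was seen. Over 182 groups of 4 libraries, 17 had a highest or lowest library whose gap to the nearest other, as a part of the range of the group, exceeded the critical value of Dixon's test, where chance gives about 9.1. Replicate 1 of Eo− accounted for 4 of them, replicate 5 of Eo+ for 4 and replicate 1 of Eo+ for 3.

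Haemoglobin transcripts set replicate 1 of Eo− apart. Its Hbb-bh1 level of 76.2 CPM stood against 1.56 to 2.73 CPM in the other Eo− libraries (gap 0.984 of the range), and its Hba-x level of 16.8 CPM against 0.333 to 1.18 CPM (gap 0.949). The Eo+ library of the same number was also the highest of its group, with 7.68 CPM of Hbb-bh1 against 0.0537 to 1.08 CPM (gap 0.866) and 0.275 CPM of Hba-x against 0.0291 to 0.0569 CPM (gap 0.887). Of 14 further genes of primitive blood, 14 were highest in replicate 1 among the Eo− libraries, including Tal1 at 27.1 CPM, Lmo2 at 21.5 CPM and Itga2b at 20.4 CPM. Tal1, Lmo2 and Runx1 were higher still in replicate 1 of Eo+, at 87.1, 60.7 and 20.7 CPM, and the other genes of this list were lower there. High levels of Tal1, Lmo2 and Runx1 are thus not particular to the Eo− fraction. Of these 14 genes, 6 reached 1 CPM in ESCs and 7 in the mean of the other Eo− libraries. Depth argues against itself as the cause, since 36.9% of PCGs at those levels were highest in that library. Blood precursors in a larger share there may explain the pattern. Whether they reflect the progress of that differentiation or the gate of the sort stays open, because the labels give neither.

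Markers of visceral endoderm were uneven as well. Ttr reached 3.98 CPM in replicate 1 of Eo− against 0.191 to 0.65 CPM in the others (gap 0.879), and Apoa4 0.425 CPM against 0.0587 to 0.0937 CPM (gap 0.905). In the Eo+ group 10 of the 12 listed markers were highest in replicate 1, whereas 29.6% of PCGs at the same levels were, which speaks against depth. Of the 12 markers, 11 reached 1 CPM in a day 3 group and 7 in ESCs. The most abundant of those with a mean that rested on that library were Apob, at 39.9 CPM there and 9.97 CPM in the mean of the others, and Ttr, at 23.8 and 5.51 CPM. The median over the 12 markers was 7.46, 0.649, 4.52 and 2.37 CPM in replicates 1, 2, 5 and 6 of Eo+, so the libraries formed a gradient. Differing shares of extraembryonic endoderm cells in the cultures, largest in replicate 1, are a candidate explanation. An aspartic protease gene, Ctse, followed the same library in Eo+ cells, with 3.77 CPM against 0.196 to 0.728 CPM (gap 0.851), and its source was not tested.

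In replicate 5 of Eo+, Sox2 stood at 43.3 CPM against 19.1 to 20.4 CPM (gap 0.946), Foxa2 at 170 CPM against 93.8 to 105 CPM (gap 0.854) and XLOC_000012 at 24.8 CPM against 20.3 to 20.7 CPM (gap 0.908). Zscan4d had 6 counts there and none in the other Eo+ libraries (gap 1 of the range), too few for a reading. Sorted Eo− cells in this library would raise Sox2 and lower genes of the Eo+ state alike. Of 343 genes at least 4-fold higher in Eo− cells 88% were raised, and Sox2 gained 18.4% of the Eo− excess. Genes at least 4-fold higher in Eo+ cells changed by a median of −0.67 (log2, 257 genes). A share of that size would give −0.294 for a gene absent from Eo− cells and a smaller fall for others. Of these genes 75.9% were lowered, and Eomes changed by −0.312. Eomes was at 142 CPM in Eo− cells, so that share would lower it by less than a gene absent from them. Foxa2, itself an Eo+ gene, rose by 0.796. A share of Eo− cells may thus account for part of the pattern, Sox2 included, while the larger fall of Eo+ genes and the rise of Foxa2 argue against it as the whole cause. A different balance of cell states in that culture stays open as untested. The measure that decides this was changed after its values had been seen, from the median percent of the Eo− excess, which was 8.85, to the fall of Eo+ genes.

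Mcpt8 was 6.74 CPM in replicate 1 of ESC against 1.94 to 2.57 CPM (gap 0.87). Its ratio to replicate 6 of ESC was 3.22, between 2.15 for the list of fibroblast genes and 3.78 for the Y-linked genes, so RNA of feeder cells stays open for it. Replicate 5 of ESC had a Y-linked sum of 2.61 CPM against 3.27 CPM in replicate 1, but only 2.57 CPM of Mcpt8. The gap between these libraries thus does not follow the Y-linked counts. The remaining libraries that stood apart had no tested explanation, and no biological explanation was tested for them. Gsc was 5.32 CPM in replicate 2 of Eo− against 2.8 to 2.99 CPM (gap 0.926), and Gm6116 had 61 counts there (gap 0.849). Sox1 was 1.8 CPM in replicate 1 of ESC against 1.06 to 1.09 CPM (gap 0.952). Ctse had 18 counts in replicate 6 of ESC against 5 to 7 in the others (gap 0.864). XLOC_015227 had 2 counts in replicate 2 of Eo+ against 5 to 6 in the others (gap 0.865), too few for a reading.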

How the results depend on the processing

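No test in this part was chosen only after the result was seen, but several alternatives were. These were all loci past the FPKM filter, the loci of the authors' normalized table, intergenic loci only, the lncRNA beside Eomes, and leaving out libraries for the classes, divergent pairs, expression and structure. The counts of called loci kept within 1.5 times of the reported ones under every alternative to the fit except the 2-fold requirement, which left 6839 in Eo+ vs ESC, 5078 in Eo− vs ESC and 3794 in Eo+ vs Eo− by its construction. With edgeR 12881 loci were called in Eo+ vs ESC, 12740 of them among the 12901 reported, and DESeq2 called 13082, of which 12548 were shared. Loci of all kinds past the filter gave 17830, 15937 and 11159 calls, and those the authors had normalized gave 15209, 12821 and 9493. Leaving out 1 library gave 12371 to 12721, 10280 to 10964 and 7475 to 8503 calls. A filter of 1 CPM in at least 4 libraries, which tests fewer loci of low expression, left 292, 256 and 192 called annotated lncRNAs and 482, 424 and 396 non-annotated ones in these comparisons.

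Marker lists depended on the set test. With a correlation between genes estimated from the data the adjusted p-values of camera rose to between 0.125 and 0.175 for the 9 sets called before. Their median log2 fold changes were −2.96, 4.77, 5.28 and −4.89 in Eo+ vs ESC (pluripotency, mesendoderm, cardiac mesoderm and neuroectoderm), −1.33 for pluripotency in Eo− vs ESC, and −1.87, 3.45, 3.66 and −2.87 in Eo+ vs Eo−. The estimated correlations were 0.243 to 0.592 for the pluripotency, mesendoderm and cardiac mesoderm lists. They were 0.0293 to 0.0423 for neuroectoderm, so all lay above the preset value of 0.01. With fry the 3 remaining sets of Eo− vs ESC were called, at medians of 1.40, 2.21 and −1.29. The cause of the calls by fry was not tested. Across fits without 1 library the mesendoderm median in Eo− vs ESC ran from 1.18 to 1.64, with calls in 3 of 8 fits.

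The replicate block, which pairs the sorted fractions, called mesendoderm (1.42) and cardiac mesoderm (2.38) in Eo− vs ESC. In Eo+ vs Eo− it called Ttr (2.79), Hbb-bh1 (−3.26), Ctse (−1.14), Shh (−0.92), Ccl2 (1.70) and XLOC_000012 (−0.21). No other call there changed among the named genes and lists compared under it. Without the block, fits that left out 1 library gave 2.05 to 3.85 for Ttr, −4.50 to −1.83 for Hbb-bh1 and −2.03 to −0.55 for Ctse. They gave −1.62 to −0.58 for Shh, 0.86 to 2.60 for Ccl2 and −0.28 to −0.17 for XLOC_000012. The block also called Gata4 (1.16), Hand1 (2.22), Ttr (7.13) and Lrrc31 (−0.88) in Eo− vs ESC and Hbb-bh1 (8.32) and Hba-x (3.68) in Eo+ vs ESC. In these comparisons the numbers pair ESC with day 3 libraries only in part. The block gave 13415, 11851 and 9562 called loci and 96.4% of loci with one sign in both comparisons against ESC. The visceral endoderm median in Eo− vs ESC turned to 0.31 under the block, and ran from −0.28 to 0.21 across the fits without 1 library, turning positive without replicate 2 (0.21) or 6 (0.18) of Eo−. The cause was not tested.

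The normalised difference followed the low values. With a filter of 1 FPKM the medians were 0.384, 0.582 and 0.794 for PCGs, annotated and non-annotated lncRNAs, and with 0.1 FPKM added 0.440, 0.541 and 0.712, the same order in both. For PCGs the longest transcript as length gave 0.497, TMM scaling 0.484 and matching on expression 1.24, and intergenic non-annotated loci gave 1.53. Across fits without 1 library the medians were 0.483 to 0.499 for PCGs and 0.793 to 0.834 for annotated lncRNAs. They were 1.252 to 1.315 for non-annotated lncRNAs, so the distance of this class to the matched PCGs varied with single libraries. Expression medians moved to 4.64 FPKM for PCGs with the longest transcript, to 15.2, 0.145 and 0.0802 in the authors' CPM, another unit, and to 1.69, 0.0107 and 0.0414 FPKM without a filter, which adds loci near 0.

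Changes shared against ESC numbered 4285 with the 2-fold requirement, 98.5% with one sign, and the share ran from 95.7 to 97.8% without 1 library. The feeder median in Eo− vs ESC ran from −2.16 to −1.62. Of single genes, 2 results near 0 reversed. Gbx2 in Eo+ vs Eo− turned to 0.0272 without replicate 5 of Eo+, the highest of a range that began at −0.40. Gm2115 turned to 0.0285 with DESeq2 and to 0.0319 without replicate 1 of Eo+, the highest of a range that began at −1.21. The causes were not tested. In all, 13 single-gene results gained a call under at least 1 alternative that kept all libraries. Across the fits without 1 library 13 results lost a call at least once and 10 gained one. Depth limits the genes at the floor of 3 counts, for which Apoa4, Zscan4c, Platr28, Gm2016 and XLOC_035628 have bounds in place of folds.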

Other observations

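The tests of Y-linked genes, their X-linked copies, the largest falls, cells of the ESC line, carry-over of Eo+ cells, even counts, non-annotated loci by their ratio between ESC libraries and the summed strength of marker lists were chosen only after the result was seen. The number of annotated lncRNAs tested here was 1003. That is lower than the value quoted from the study above. The other classes, 14222 PCGs and 2713 non-annotated lncRNAs, are lower as well. Among the loci of the authors' normalized table the same classification gave 16215 PCGs, 1941 annotated and 3834 non-annotated lncRNAs, so the lower numbers go with the FPKM filter computed here.

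For each comparison the 8 libraries were split in all 35 ways into groups of 4 and refitted. For Eo+ vs ESC only 1 of the 35 splits, the real one, gave as many called genes (12447), and the same held for PCGs, annotated lncRNAs and non-annotated lncRNAs taken alone. Likewise 1 of 35 splits gave as many genes in Eo− vs ESC (11022), and so for each class. In Eo+ vs Eo− 1 of 35 gave as many (8987), again for each class, and 1 of the 8 splits that part all 4 pairs. The other splits gave 0 called genes in each comparison, because a mixed split adds the difference between the groups to the spread, so they say little about the size of the counts. At an unadjusted p under 0.05 they gave up to 1322, 1673 and 3750 genes in these comparisons, against 12871, 11730 and 10172 for the real splits. As many marker lists were called by camera in 2 of 35 splits for Eo+ vs ESC, 17 of 35 for Eo− vs ESC and 7 of 35 for Eo+ vs Eo− (3 of the 8 that part the pairs). All 4 lists were called in the first and last of these comparisons, so that the count could go no higher there and its ties decide nothing. The sum of −log10 p over the lists, which has no such limit, was 11.7 in Eo+ vs ESC and 15.4 in Eo+ vs Eo−, and 1 of 35 splits, the real one, gave as much in each (1 of the 8 that part the pairs in the latter). The sum of 6.49 in Eo− vs ESC was reached in 12 of 35 splits, so its lists are not set apart from other groupings of these libraries by either measure. Of 100 groupings of the 12 libraries, 1, the real one, gave as many genes with one sign against ESC in both fractions (9239, against at most 8692).

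Fibroblast genes were higher in ESC libraries, and the feeder layer is a candidate source. Of 4 Y-linked genes, Ddx3y, Eif2s3y, Kdm5d and Uty, 4 had their ESC libraries above all 8 day 3 libraries. Together they had 552 to 2580 counts in ESC libraries and 22 summed over the 8 day 3 libraries, although the day 3 cells derive from the ESC line, which argues against a Y chromosome in most cells of that line. Xist was also higher, at 0.998 to 2.74 CPM against 0.0403 to 0.132 CPM, so that transcripts typical of both sexes were present. Reads shared with the X-linked copies could not give this, because the smallest ratio of Y-linked to X-linked counts in ESC libraries was 53.9 times the largest at day 3. Library scaling could not either, the list median in Eo− vs ESC being −1.78 with library totals. Abundant fibroblast genes moved along, Col1a1 from 33 to 96.5 CPM in ESCs against 1.47 to 5.11 CPM at day 3 and Acta2 from 40.2 to 216 against 2.57 to 5.01 CPM. A minor XY population of the ESC line lost by day 3 stays open. Of the 20 listed fibroblast genes, 16 reached 1 CPM in a day 3 group.

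Other cells could be behind some of the largest falls from ESC but not behind most. In the ESC libraries with the most and the fewest Y-linked counts (replicates 1 and 6) the ratio was 3.78 for the Y-linked sum and 2.15 for the feeder list. It was 1.17 for 341 PCGs at least 8-fold lower in both fractions, close to 1.02 for the other PCGs. Among the named falls in Eo− vs ESC the ratios were 3.22 for Mcpt8, 3.14 for S100a4, 4.12 for Gm2115 and 2.73 for Ccl2, so these genes may owe their ESC level to feeder cells. An earlier measure, replaced after its values had been seen, was the share of genes whose ESC libraries follow the order of the Y-linked counts. That share was 12.8% (44 of 343) against 6.75% of other PCGs, 35% of the feeder list and 4.17% by chance, which allows a minority of such genes. Of the named falls, S100a4 and Gm2115 followed that order, whereas Mcpt8 and Ccl2 did not.

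Eomes in Eo− cells may come from Eo+ cells carried over in the sort or from the Eo− cells themselves. In Eo− libraries Eomes reached 18.8 ± 4.62% (SD, n = 4) of its excess over ESC in Eo+ cells. Carry-over would bring all genes of Eo+ cells at that fraction, yet 64.3% of 28 genes nearly silent in ESCs (18 genes) stayed below 0.5 of it, with a median of 6.29 ± 3.54%. The 12 most abundant of them ran from 0.862% for Myl7, with 2.28% for Gata4 and 3.01% for Lhx1, up to 10.4% for Kdr and Dkk1 and 13.5% for Aplnr. The last 3 lie above 0.5 of the fraction of Eomes and would allow more carry-over. The Eo− mean of Kdr rested on replicate 1, however, at 23.7 CPM with that library and 13.5 CPM without it. Carry-over as the whole source of Eomes is argued against by the genes that stayed lower, and a smaller carry-over stays open.

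Non-annotated lncRNAs fell in 76.3% of their calls in Eo+ vs ESC. Lists of PCGs with matched expression fell in 61.2% (57.7 to 64.5% over 1000 lists) and other scalings gave 75.4% and 77.4%, which argues against low expression and scaling as the whole cause. Feeder transcripts were tested by the ratio between ESC replicates 1 and 6. It was over 1.5 at 8.28% of falling loci (Wilson 95% interval 6.99 to 9.79%) and 18.9% of rising ones, against 70% of the feeder list (48.1 to 85.5%). The falls in excess of matched PCGs were 51.1% of all falls, and feeder transcripts as their cause would need 35.7% of falling loci above that ratio, or 24.6% at the lower limit of the list. They are argued against as the whole cause, and a small part stays open. Without 569 loci at least 8-fold lower in both fractions the share was 66.5%, but these loci were chosen by their own fall, so that value decides nothing, and the measure was replaced after it had been seen. Without 283 loci whose ratio between ESC replicates 1 and 6 was over 1.5 the share was 78.5%, against 61.8% (58.1 to 65.2%) in matched PCGs treated alike. That removal would miss the part of such loci under the ratio, and the share of falling loci was taken in its place after the values had been seen. A preference of this class for the ESC state may add to the falls, as a hypothesis. Assembly from libraries rich in ESC transcripts was not tested. Divergent pairs also shared their sign without overlap between the partners, in 63.5% to 67.3% of 370 pairs, which argues against misassigned strand as the whole cause, while overlapping pairs shared it in 67.1% to 74.0% of 423.

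Even counts exceeded odd ones among loci with 3 to 22 counts, from 51.8% to 63.5% of loci over the 12 libraries, whereas above 100 and up to 500 counts the share was 49.1% to 50.7%. Counting both mates of a fragment would give this, and it may hold for part of the fragments. The lower Wilson 95% limit was 51.1% or more in each library. The criterion was at first a fixed percentage and was replaced by this limit after the values had been seen. Locus counts, 648413022 to 837308168 per library, also exceeded the number of reads per sample that the paper's methods give. Fragments counted once each would not outnumber the reads, which argues against such counting, although the paper gives that number only approximately. If mates were counted separately, counting error is larger than the counts imply.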
